A study of Mus musculus with 6 samples. Its data were reported in "Deficiency of WTAP in hepatocytes induces lipoatrophy and non-alcoholic steatohepatitis (NASH)" (2022).

How the data were processed

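Livers of 6 male mice were analysed, 3 with floxed Wtap alleles (Wtap-flox) and 3 in which Cre recombinase under the albumin promoter deletes the floxed exon 4 in hepatocytes (Wtap-HKO). They were 8 weeks old and fed normal chow. Groups and replicate numbers were taken from the sample labels. The study describes 3 independent mice per group. Libraries of a group differed by more than sampling noise, with a chi-square per degree of freedom of 21.7 to 41.2 over genes with reads, so each counted as 1 replicate.

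The authors aligned paired-end reads to the mouse genome GRCm38.p6 with TopHat2, counted reads per gene with HTSeq 0.6.1 and deposited FPKM values per gene, with gene lengths and positions. The annotation release and the tool that made the FPKM are not given in the sources used here. Nor is the strand setting of the counting, so that overlapping and antisense genes cannot be told apart by reads. The table held 54777 genes, and 98.3% of the 54495 gene identifiers shared with GENCODE M21 had the same position there. Each deposited FPKM times its gene length was a whole multiple of 1 step per library, which gave back the reads behind all values within a tolerance of 0.01 reads. The rebuilt reads summed to 15559250, 16712433 and 16600168 in Wtap-flox replicates 1, 2 and 3 and to 16986905, 18510477 and 16254033 in Wtap-HKO. The library size that the authors divided by was not this sum, but the sum times 0.834 to 0.846 in Wtap-flox and 1.17 to 1.24 in Wtap-HKO. A between-library scaling was therefore already in the values, since the median-of-ratios factor computed on them was 1.01 in all libraries. This scaling assumes that most genes do not change, whereas the TPM scale assumes an equal sum of RNA molecules, and the direction of small changes depends on which of these holds.

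Since FPKM are not counts, log2(FPKM + 0.2) was tested with limma 3.58.1 (lmFit, and eBayes with a mean-variance trend) in R 4.3.3, over the 16547 genes with a mean of at least 0.2 FPKM over the 6 libraries. Tests were two-sided with Benjamini-Hochberg adjustment, and a gene was called at an adjusted p under 0.05. Fold changes are on this log2 scale, which understates the change of low genes. Where 1 group had no read, a fold was computed against a floor of 3 reads over the group, and where it had 1 to 3 reads the ratio is given with a 95% exact binomial interval. Intervals and floors cover counting error only, as PCR duplicates are not removed from reads without molecular identifiers. Wtap was also tested by an exact permutation of the library values.

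The 38 gene lists, 28 of pathways, complexes or genes that the study followed and 10 of cell type markers, were tested against all other genes with limma's camera at a preset correlation of 0.01, adjusted over the lists, and again with the correlation estimated per list. Lists, tests, alternatives and the rule for naming genes were fixed before the data were examined. The rule names Wtap and the genes that the study's text names for liver RNA. It further names the 8 protein-coding genes with the largest rise and the 8 with the largest fall among called genes with a mean of at least 1 FPKM and no overlap between groups. In each list it takes the 3 called members with the largest change and a mean of at least 1 FPKM. Of the 97 genes taken from lists, 71 are named, and the other 26 stand in the counts alone, a choice made after their values were seen. Where a symbol occurred more than once, the protein-coding gene with the highest mean was used.

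The alternatives were pseudocounts of 1 and 0.05, a filter of 1 FPKM or none beyond a value above 0, the TPM scale, median-of-ratios scaling, eBayes without the trend and the replicate number as a block. Further alternatives were protein-coding genes alone, limma's voom on the rebuilt reads, camera with an estimated correlation, list members of at least 1 FPKM, and leaving out each library in turn. Other splits of the libraries into 3 and 3 were refitted as well. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

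The tests were checked on simulated data with 200 changed genes. In a simulated comparison of Wtap-HKO with Wtap-flox over 16538 genes, limma on log2 FPKM called 18.5% of 65 genes changed 1.5-fold, 55.2% of 67 changed 2-fold and 84.4% of 64 changed 4-fold, with 15 unchanged genes called. With voom on the simulated reads the shares were 53.8%, 85.1% and 89.1%, with 8 unchanged genes called. Limma on log2 FPKM thus recovered fewer changed genes than voom. Unchanged genes were a larger share of its calls than the adjusted p threshold aims at. The simulation drew a dispersion of 0.00905, the median estimated by moments, so these shares do not hold for genes with more spread. Its 200 changed genes were also far fewer than the genes called in the data. The shares and the numbers of unchanged genes called therefore need not carry over.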

Results

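Bulk RNA sequencing was performed on the liver of mice that lack Wtap in hepatocytes and of their floxed controls, to ask how the hepatic transcriptome changes when hepatocytes lose this gene. Wtap encodes a regulatory subunit of the nuclear complex that writes N6-methyladenosine on RNA. The series held 3 livers of floxed mice (Wtap-flox) and 3 livers of mice in which Cre recombinase under the albumin promoter removes the floxed part of Wtap in hepatocytes (Wtap-HKO), all at 8 weeks of age. Values were deposited as FPKM per gene, and the reads behind them numbered between 15559250 and 18510477 per library. The groups stood apart, with a first principal component that held 62.6% of the variance and split Wtap-flox from Wtap-HKO. Across genes, Pearson's r was 0.955 to 0.967 between libraries of a group and 0.885 to 0.909 between groups, where genes are not independent replicates.

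The targeted gene was examined first. Wtap (ENSMUSG00000060475, GRCm38 chromosome 17, 12966796 to 12994169) stood at 5.31, 5.94 and 5.56 FPKM in the Wtap-flox libraries and at 5.86, 6.45 and 5.77 FPKM in the Wtap-HKO libraries. The difference was within the spread between replicates on this scale, with a log2 fold change of 0.10 ± 0.097 (SE) and an adjusted p = 0.440. An exact two-sided permutation test of the 3 against 3 values gave p = 0.3, where the smallest p this design allows is 0.1. On the TPM scale, described below, the same gene was higher in Wtap-HKO by 0.68 (adjusted p = 0.00150), where the median of all genes also moved up, by 0.56. The floxed part is exon 4, which measures 59 bases in the annotated 8-exon transcripts, or 0.944% of the 6248 bases over which the FPKM was computed. A whole-gene value therefore checks neither the deletion nor the group labels. For the deletion, the study gives protein evidence, since its immunoblots showed loss of WTAP specifically in Wtap-HKO liver. Whether the sequenced livers were among those blotted is not stated.

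Loss of Wtap in hepatocytes went with a broad change of the liver transcriptome. Of 16547 genes tested, 3222 were higher and 3431 were lower in Wtap-HKO at an adjusted p under 0.05 by limma. At the study's own threshold, an unadjusted p under 0.05 with any fold change, limma gave 4044 genes higher and 4170 lower. The study names no test for its list of changed genes, so only the threshold is shared. In 8975 genes (54.2%) the groups did not overlap, where chance gives 10%. The larger changes leaned upwards, since 1669 called genes were more than 2-fold higher and 1115 more than 2-fold lower. The balance of both directions rests on the scaling factor that the deposited FPKM carry, which was 1.44 times higher in Wtap-HKO. When each library was instead rescaled to the same sum (the TPM scale), the median of all genes moved by 0.56 on the log2 scale, and 8074 genes were higher against 996 lower (89.0% of calls higher, against 48.4% as deposited). Changes below are on the deposited scale, and gene groups whose direction turns on the TPM scale are named where they are described. Counts per gene list are of genes called over all genes tested, with the count adjusted over the list alone where it differs. Set tests by camera used a preset correlation between genes. None of the 17 lists called higher or 12 called lower held with an estimated correlation. In some of these lists the estimate was below the preset 0.01. It was -0.0041 for bile acid genes, -0.018 for fetal liver genes and -0.038 for T and NK cell markers. A higher correlation between genes therefore does not by itself account for every lost call. Without Wtap-HKO replicate 3 the count of higher genes was 2143.

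The 3 genes that the study followed in this liver were all higher in each Wtap-HKO library than in any Wtap-flox library. Igfbp1 (chromosome 11, 7197782 to 7202546), which encodes a secreted binding protein of insulin-like growth factors, rose from 133 ± 40.2 FPKM to 664 ± 298 FPKM (SD, n = 3), a log2 fold change of 2.26 ± 0.37 (SE, adjusted p = 0.00397). Cd36 (chromosome 5, 17781690 to 17888801), a fatty acid translocase of the plasma membrane, rose from 9.98 ± 5.72 to 62.0 ± 10.1 FPKM (adjusted p = 0.00166). Ccl2 (chromosome 11, 82035571 to 82037453), a chemokine that attracts monocytes, rose from 0.253 ± 0.164 to 4.11 ± 1.87 FPKM (adjusted p = 0.00126). Igf1 fell from 62.5 ± 7.09 to 30.3 ± 7.10 FPKM (adjusted p = 0.00444), a fall that was not called on the TPM scale. Gh, the growth hormone gene, had 0 reads in Wtap-flox and 3 in Wtap-HKO, too few to compare.

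**Figure D1:**
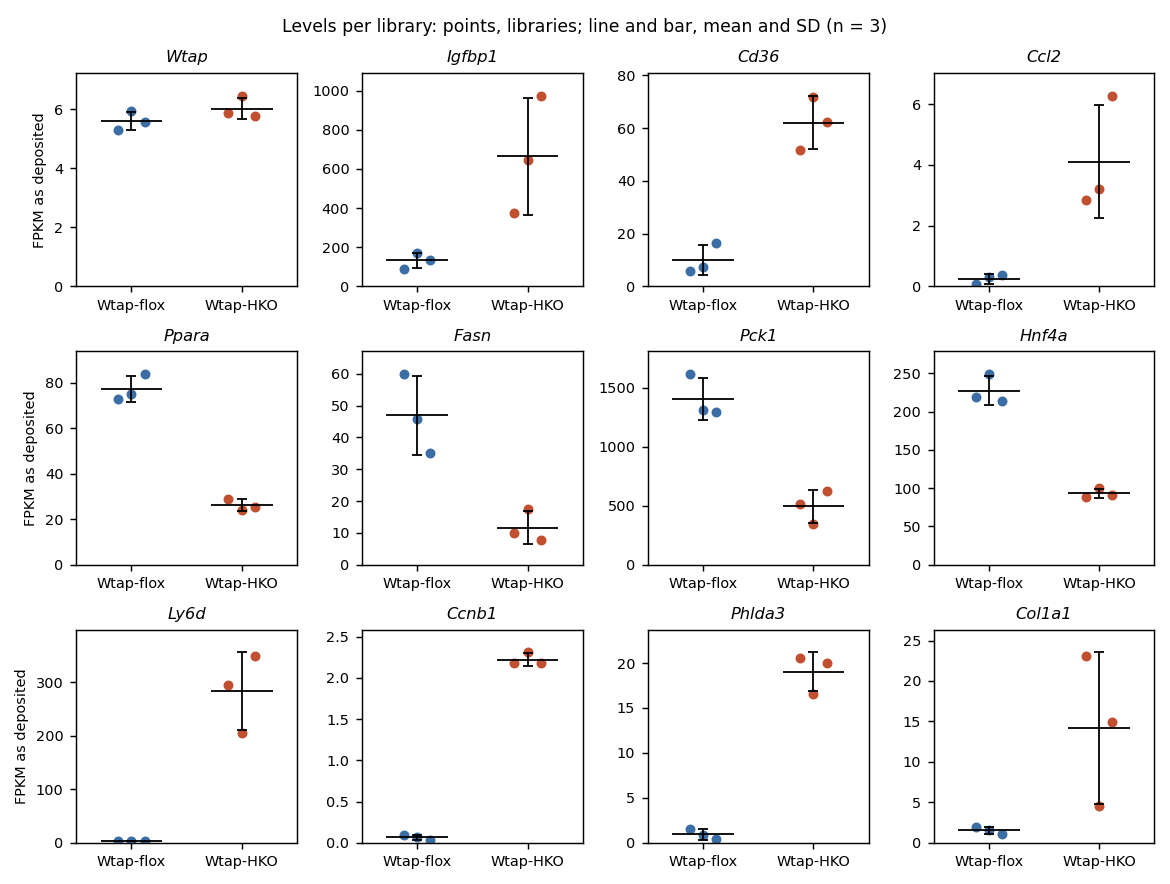
Deposited FPKM of 12 genes in each of the 6 libraries, Wtap-flox in blue and Wtap-HKO in red, with a linear axis from 0, the mean as a line and the SD as a bar (n = 3). Wtap overlapped between the groups, whereas Igfbp1 lay at 133 against 664 FPKM on average, Ppara at 77.1 against 26.0, and Ly6d at 2.69 against 283.

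Among the 8 protein-coding genes with the largest fitted rise was Ly6d, a membrane-anchored Ly6 family protein, which went from 2.69 ± 0.216 to 283 ± 72.2 FPKM (96.2-fold on the log2 scale with its pseudocount, adjusted p = 5.09e-05). Ubd, a ubiquitin-like protein, rose 41.4-fold from 1.07 ± 0.295 to 53.7 ± 19.7 FPKM, and Msantd3 rose from 0.195 ± 0.111 to 8.26 ± 0.853 FPKM. Sprr1a, a precursor of the cornified envelope, went from 1 read in all Wtap-flox libraries to 764 reads in Wtap-HKO, a ratio of 501 with a 95% counting interval of 89.7 to 19816. Tgm7, Sult2a2, Glod5 and Gm6020 had no read in any Wtap-flox library. Against a floor of 3 reads over that group they were at least 244-fold, 56.2-fold, 40.2-fold and 5.68-fold higher, and the last rests on 26 reads. The 8 largest falls were those of 7 major urinary protein genes (Mup12, Mup7, Mup17, Mup18, Mup15, Mup11 and Mup14) and of Hsd3b5, a steroid dehydrogenase of male liver. Mup12 went from 2923 ± 3824 FPKM to 0.156 ± 0.185 FPKM (log2 fold change -12.22 ± 0.92, adjusted p = 3.00e-04) and Hsd3b5 from 103 ± 47.6 to 0.184 ± 0.0999 FPKM (adjusted p = 9.81e-05). Mup genes are near-identical copies whose reads can be split or dropped in counting, so that the value of each single copy is uncertain, as it is for Sult2a2 and Gm6020. The Mup18 call was lost without Wtap-flox replicate 1 or 3 or Wtap-HKO replicate 2 or 3 (adjusted p = 0.0659 at most).

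**Figure D2:**
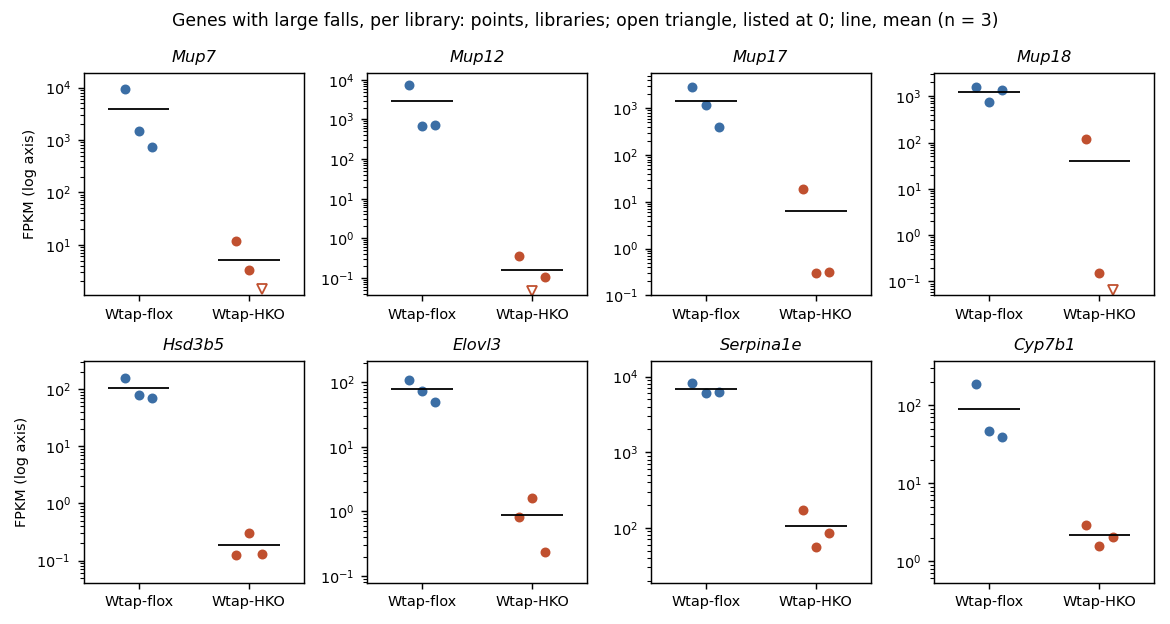
Deposited FPKM on a log axis of 8 genes with large falls, in each of the 6 libraries, with Wtap-flox in blue, Wtap-HKO in red and the mean as a line (n = 3). Open triangles mark libraries listed at 0 FPKM, which a log axis cannot place. Hsd3b5 lay at 103 FPKM on average in Wtap-flox and at 0.184 in Wtap-HKO, and Wtap-HKO replicate 1 kept more Mup18 (120.2 FPKM) than replicates 2 (0.150) and 3 (0).

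Genes of lipid synthesis fell together. Of 22 lipogenesis and triglyceride synthesis genes, 17 fell, with a median log2 fold change of -1.03 (camera adjusted p = 7.35e-06, but adjusted p = 0.310 with an estimated correlation). On the TPM scale 12 were lower and 4 higher, with a median of -0.44. Thrsp, a lipogenic regulator, fell from 131 ± 74.8 to 12.7 ± 5.51 FPKM (adjusted p = 0.00193). Mlxipl, the glucose-responsive factor ChREBP, fell from 82.9 ± 7.65 to 20.3 ± 5.14 FPKM (adjusted p = 4.82e-04), and Fasn, fatty acid synthase, from 46.9 ± 12.5 to 11.6 ± 5.12 FPKM (adjusted p = 0.00331). Srebf1 and Scd1 also fell, with log2 fold changes of -1.67 and -1.03, and the fall of Scd1 was not called on the TPM scale. Gpam, a glycerol-3-phosphate acyltransferase, fell by 0.56 as deposited but stood at 0.021 on the TPM scale. Dgat1, a diacylglycerol acyltransferase, differed by -0.19 (adjusted p = 0.172) as deposited and was higher by 0.39 on the TPM scale. In cholesterol synthesis 14 of 23 genes fell, or 18 adjusted over the list alone (median -0.84, camera adjusted p = 1.38e-05, adjusted p = 0.418 with an estimated correlation). After rescaling, 6 cholesterol synthesis genes were lower and 2 higher on the TPM scale, with a median of -0.27. Insig1, which holds sterol-regulated factors in the endoplasmic reticulum, had the lowest log2 fold change in that list, -2.57.

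Fatty acid oxidation and ketogenesis genes were lower as deposited, where 17 of 28 fell and 1 rose (median -0.54, camera adjusted p = 5.32e-06, and adjusted p = 0.319 with an estimated correlation). On the TPM scale 6 were lower and 7 higher and the median turned to 0.051, although camera still placed the list below the other genes. Ppara, the nuclear receptor that drives this pathway, fell from 77.1 ± 5.79 to 26.0 ± 2.65 FPKM (log2 fold change -1.56 ± 0.11, adjusted p = 2.39e-04) and stayed lower on the TPM scale. Cpt1a, the carnitine palmitoyltransferase of the mitochondrial outer membrane, fell by 0.57 on the log2 scale as deposited but stood at 0.016 on the TPM scale. Acadm differed by -0.094 (adjusted p = 0.480) as deposited and was higher by 0.49 on the TPM scale. The member that rose was Ehhadh, a peroxisomal bifunctional enzyme, from 212 ± 71.8 to 746 ± 71.4 FPKM (adjusted p = 0.00236).

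Fatty acid uptake and lipid droplet genes went both ways, with 5 of 22 higher (6 adjusted over the list alone) and 9 lower. Their median of -0.28 became 0.31 on the TPM scale, with 10 higher and 4 lower there, and the list was not called (camera adjusted p = 0.392). The median was -0.48 with members of at least 1 FPKM and -0.14 without Wtap-HKO replicate 3. Beside Cd36, Lpl rose from 3.5 ± 0.458 to 11 ± 1.5 FPKM, whereas the fatty acid transporters Slc27a2 and Slc27a5 fell, with log2 fold changes of -1.52 and -1.41. Pparg was higher by 0.62 ± 0.18 (SE, adjusted p = 0.0324), a call that was lost without Wtap-flox replicate 1 or 2 or Wtap-HKO replicate 1, 2 or 3 or with no low-value filter (adjusted p = 0.0958 at most). The other members called higher were the lipid droplet proteins Plin3 and Cidec. Of 16 genes of VLDL assembly and apolipoproteins, 7 fell (11 adjusted over the list alone) and 3 rose, the latter being Apoa4, Tm6sf2 and Pltp (median -0.62, camera adjusted p = 0.00882, adjusted p = 0.415 with an estimated correlation). After rescaling to TPM 3 were lower and 3 higher, with a median of -0.028. Apob, the structural protein of VLDL, and Mttp, which loads it with lipid, fell as deposited with log2 fold changes of -0.90 and -0.68. Neither was called on the TPM scale. Plin3, Tm6sf2 and Pltp were named after their values were seen.

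Bile acid, glucose and amino acid metabolism fell as well. In bile acid synthesis and transport 14 of 18 genes fell (15 adjusted over the list alone), led by the oxysterol hydroxylase Cyp7b1 (90.2 ± 83.2 to 2.18 ± 0.686 FPKM) and the organic anion transporter Slco1a1 (139 ± 2.87 to 5.81 ± 2.80 FPKM), with a median of -1.36 (camera adjusted p = 7.83e-07, adjusted p = 0.115 with an estimated correlation). In gluconeogenesis and glycogen metabolism 16 of 22 fell, among them Pck1 (log2 fold change -1.54), G6pc (-1.04) and the glycogen-targeting subunit Ppp1r3b (-2.60), while 1 was higher, Irs2, named after its value was seen (median -0.92, camera adjusted p = 8.98e-06, adjusted p = 0.159 with an estimated correlation). The Irs2 call was lost without Wtap-flox replicate 2 or 3 or Wtap-HKO replicate 1 or 3, with no low-value filter or without the eBayes trend (adjusted p = 0.115 at most), and the fall of G6pc was not called on the TPM scale, where 10 genes of this list were lower and 3 higher (median -0.34). Slc2a2, the glucose transporter GLUT2, fell by 0.88. Gys1, a glycogen synthase outside that list, was not called as deposited (log2 fold change 0.51, adjusted p = 0.0778). It was called higher on the TPM scale and with protein-coding genes alone (adjusted p between 0.00528 and 0.199 over all alternatives). Ppargc1a was not called either (0.090, adjusted p = 0.844), with a log2 fold change of -0.046 without Wtap-flox replicate 1 and -0.25 without Wtap-HKO replicate 3. In amino acid catabolism and the urea cycle 23 of 29 fell, with log2 fold changes of -1.90 for Oat and -1.67 for Ahcy (median -1.17, camera adjusted p = 5.41e-09, adjusted p = 0.194 with an estimated correlation). In xenobiotic metabolism 24 of 30 genes fell (median -1.59, camera adjusted p = 6.55e-10, adjusted p = 0.194 with an estimated correlation). Of the bile acid genes 10 were lower and 2 higher on the TPM scale (median -0.77), as were 16 and 4 of amino acid catabolism (median -0.58) and 20 and 1 of xenobiotic metabolism (median -1.01). Ces1f, a carboxylesterase, fell from 160.1 ± 16.9 to 12.3 ± 4.43 FPKM, and the xenobiotic receptor Nr1i3 from 22.8 ± 2.28 to 3.35 ± 0.489 FPKM. The 1 member that rose, Cyp2b10, went from 0.870 ± 0.396 to 22.8 ± 21.6 FPKM with a wide spread between the Wtap-HKO libraries, and voom did not call it.

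Hepatocyte transcription factors and plasma proteins were lower too as deposited. Of 19 transcription factors 13 fell (14 adjusted over the list alone), including Hnf4a from 227 ± 19 to 93.5 ± 5.85 FPKM (adjusted p = 3.31e-04) and the corepressor Nr0b2 from 43.5 ± 5.74 to 8.73 ± 0.314 FPKM (median -0.75, camera adjusted p = 5.14e-05, adjusted p = 0.194 with an estimated correlation). Of 27 plasma proteins made by hepatocytes 22 fell, such as Rbp4, the retinol carrier (log2 fold change -1.52), and 2 rose, Serpina6 (1.39) and, named after its value was seen, Serpina10 (median -0.72, camera adjusted p = 7.29e-07, adjusted p = 0.240 with an estimated correlation). On the TPM scale 5 transcription factors were lower and 4 higher (median -0.18), as were 9 and 5 plasma proteins (median -0.13). Genes of both ends of the lobule fell, 11 of 13 pericentral genes (median -1.54, camera adjusted p = 5.32e-06, adjusted p = 0.271 with an estimated correlation) and 9 of 13 periportal genes (median -1.03, camera adjusted p = 0.00155, adjusted p = 0.194 with an estimated correlation). Of the pericentral genes 8 were lower on the TPM scale (median -0.95), and of the periportal genes 5 were lower and 3 higher (median -0.44). Also in other lists were 4 pericentral and 9 periportal genes, which are therefore not separate observations. Glul, the pericentral glutamine synthetase, had a log2 fold change of -2.27 and Cyp2f2, a periportal cytochrome, one of -1.77. Acute phase proteins went both ways, with 5 of 27 higher (6 adjusted over the list alone) and 8 lower, and were not called (median -0.27, 0.31 on the TPM scale with 9 higher and 2 lower, camera adjusted p = 0.327). The median was -0.14 without Wtap-HKO replicate 1 and -0.49 without Wtap-HKO replicate 2 (adjusted p = 0.0539, in a range of 0.0539 to 0.784 over its alternatives). Lcn2 rose from 5.70 ± 1.47 to 61.4 ± 16.8 FPKM and Saa4 fell from 182 ± 28.1 to 23.0 ± 2.23 FPKM. The other members called higher were Hamp2, Apcs, Itih3 and Il1rn. The call of Hamp2, whose reads a close copy may share, was lost without Wtap-HKO replicate 2 or 3 (adjusted p = 0.0825 at most). That of Apcs was lost without Wtap-flox replicate 1, 2 or 3 or Wtap-HKO replicate 2 or 3 or with no low-value filter (adjusted p = 0.109 at most). The Itih3 call was lost without Wtap-flox replicate 1, 2 or 3 or Wtap-HKO replicate 2 or 3, with no low-value filter or without the eBayes trend (adjusted p = 0.133 at most), and the Il1rn call without Wtap-flox replicate 1 or 2 or Wtap-HKO replicate 1 or 3 or with no low-value filter (adjusted p = 0.0848 at most). The growth hormone and IGF axis was not called either, with 4 higher and 4 lower of 17 genes (median 0.12, -0.13 without Wtap-HKO replicate 2, 0.031 without Wtap-flox replicate 1 and 0.053 with members of at least 1 FPKM, camera adjusted p = 0.975). Of these genes 10 were higher and 2 lower on the TPM scale (median 0.68). Ghr, the growth hormone receptor, fell from 70.4 ± 6.21 to 24.2 ± 1.78 FPKM. Beside Igfbp1, the members called higher were Cish, Igf2r and Igfbp7, and beside Ghr and Igf1 those called lower were Igfbp2 and Igfbp4. The call of Igfbp7 was lost without Wtap-flox replicate 1, 2 or 3 or Wtap-HKO replicate 3 or with no low-value filter (adjusted p = 0.0994 at most). The Igfbp2 call was lost without Wtap-flox replicate 1 or 2 or Wtap-HKO replicate 2 or 3 or with no low-value filter (adjusted p = 0.0960 at most), and on the TPM scale. Members outside the 3 largest changes of these lists were named after their values were seen.

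Cell cycle genes and p53 targets rose. Of 28 cell cycle genes 21 rose and 1 fell, the latter Tk1, named after its value was seen (median 1.59, camera adjusted p = 6.55e-10, adjusted p = 0.115 with an estimated correlation). The Tk1 call was lost without Wtap-flox replicate 1 or Wtap-HKO replicate 3 (adjusted p = 0.0594 at most), and on the TPM scale. Cdc20 rose from 0.463 ± 0.219 to 6.09 ± 0.921 FPKM (adjusted p = 3.73e-04) and the mitotic cyclin Ccnb1 from 0.0642 ± 0.0286 to 2.22 ± 0.0739 FPKM (adjusted p = 1.68e-04). Of 20 p53 targets 18 rose, with Phlda3 going from 0.953 ± 0.606 to 19 ± 2.15 FPKM and Psrc1 from 0.0353 ± 0.0322 to 3.02 ± 0.732 FPKM (median 1.38, camera adjusted p = 9.49e-08, adjusted p = 0.134 with an estimated correlation). In the integrated stress and unfolded protein response 10 of 22 genes rose, with Nupr1 (0.645 ± 0.162 to 19.2 ± 10.8 FPKM) and Atf3 (0.687 ± 0.283 to 7.07 ± 3.13 FPKM), and 5 fell, with Herpud1, of endoplasmic reticulum-associated degradation, at a log2 fold change of -2.38. The other members that fell were Xbp1, Sdf2l1, Creld2 and Hsp90b1, named after their values were seen. The call of Hsp90b1 was lost without Wtap-flox replicate 3 (adjusted p = 0.0594) and that of Sdf2l1 without Wtap-flox replicate 1, 2 or 3 or Wtap-HKO replicate 2 or 3, with no low-value filter or without the eBayes trend (adjusted p = 0.112 at most), and on the TPM scale neither these nor Xbp1 was called and Hsp90b1 stood at 0.12. That list was not called (median 0.51, camera adjusted p = 0.103), except without Wtap-HKO replicate 1 (adjusted p = 0.0397, in a range of 0.0397 to 0.505 over its alternatives). Of its genes 16 were higher and 2 lower on the TPM scale.

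Of 16 NRF2 targets 8 rose (11 adjusted over the list alone), among them the glutathione transferases Gsta1 (log2 fold change 3.89) and Gstm3 (2.97), whose copies may share reads, while 3 fell, Gclc, Gclm and Txnrd1, named after their values were seen (median 0.56, camera adjusted p = 0.0232, adjusted p = 0.428 with an estimated correlation). On the TPM scale none of the last 3 was called and Txnrd1 stood at 0.13, and its call was also lost without Wtap-flox replicate 1 or 2 (adjusted p = 0.0568 at most). Of 10 AP-1 factors 3 rose (5 adjusted over the list alone), Jun from 5.96 ± 0.570 to 21.4 ± 2.87 FPKM, Jund and, named after its value was seen, Fosl2, and Maff fell, though not on the TPM scale (median 0.49, camera adjusted p = 0.0346, adjusted p = 0.269 with an estimated correlation). The AP-1 call was lost with members of at least 1 FPKM (adjusted p = 0.126), with that filter on all genes (adjusted p = 0.0732) and with protein-coding genes alone (adjusted p = 0.0578). It was also lost without Wtap-flox replicate 3 (adjusted p = 0.0779) or Wtap-HKO replicate 3 (adjusted p = 0.0580), in a range of 0.0183 to 0.269 over its alternatives. The call of Jund was lost without Wtap-flox replicate 1 or 3 or Wtap-HKO replicate 2 or 3 (adjusted p = 0.0692 at most), and that of Fosl2 without Wtap-flox replicate 1 or 3 or Wtap-HKO replicate 2 or 3 or with no low-value filter (adjusted p = 0.0946 at most).

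**Figure D3:**
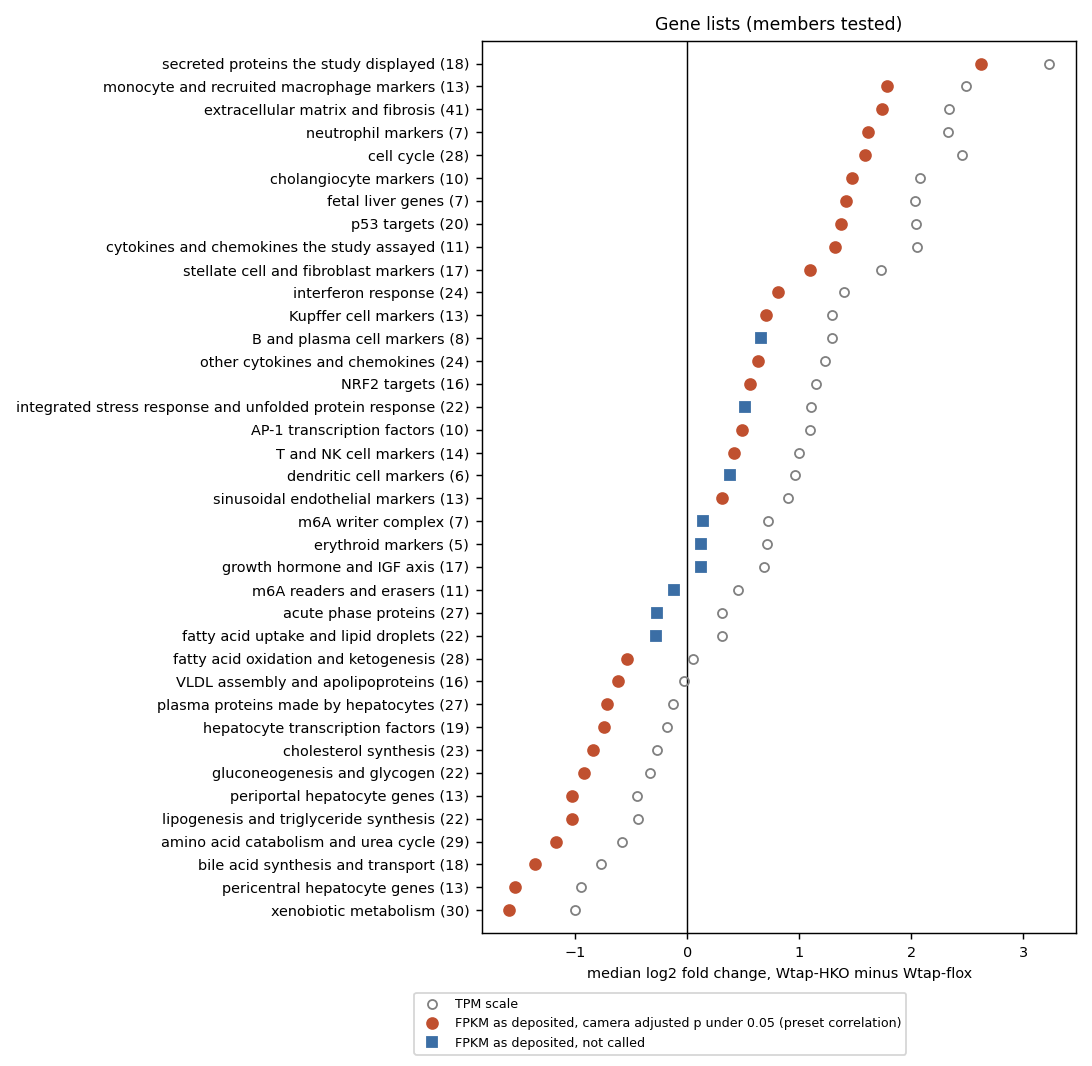
Median log2 fold change (Wtap-HKO minus Wtap-flox) of the 38 gene lists, with the number of members tested in brackets. Filled circles were called by camera with its preset correlation, squares were not, and open circles give the same median on the TPM scale, which lies higher throughout, so that fatty acid oxidation moves from -0.54 to 0.051. The displayed secreted proteins (2.62) and monocyte and recruited macrophage markers (1.78) sit at the upper end and xenobiotic metabolism (-1.59) at the lower.

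Inflammatory and matrix genes rose, and the markers of several other cell types rose beside them. Of the 16 cytokine and chemokine genes that the study assayed, 11 were measured well enough to test and 7 rose (10 adjusted over the list alone), which were Ccl2, Cd14, Ccr2, Csf1, Tnf, Ccl22 and Cx3cl1, with a median of 1.32 (camera adjusted p = 1.33e-04, adjusted p = 0.219 with an estimated correlation). That list was chosen by the study on related samples and is not independent evidence of its direction. The Tnf call was lost without Wtap-flox replicate 1 or 3 or Wtap-HKO replicate 1 or 3 or with a pseudocount of 0.05 (adjusted p = 0.0885 at most), and the Cx3cl1 call without Wtap-HKO replicate 3 (adjusted p = 0.0570). Not called were Il1b (log2 fold change 1.04, adjusted p = 0.0650), Ccl3 (0.53, adjusted p = 0.275), Ccl5 (0.46, adjusted p = 0.0622) and Cxcl10 (0.68, adjusted p = 0.0572). Apart from Ccl3, these were called higher on the TPM scale and with protein-coding genes alone. So were Il1b without Wtap-flox replicate 3 or Wtap-HKO replicate 2 (adjusted p = 0.0478 at most) and Ccl5 without Wtap-flox replicate 1 (adjusted p = 0.0471) or with a filter of 1 FPKM. Il6, Nos2, Ifng, Cxcl2 and Cxcl5 were too low to test, with 2, 2, 0, 1 and 1 reads over the Wtap-flox libraries and 2, 9, 7, 33 and 16 over those of Wtap-HKO. Of 24 other cytokines and chemokines 11 rose (12 adjusted over the list alone), among them Ccl6 (7.18 ± 1.22 to 22.2 ± 6.70 FPKM) and Tgfb1 (1.91 ± 0.187 to 3.23 ± 0.0972 FPKM), and 2 fell, Cxcl12 and, named after its value was seen, Il18 (median 0.63, camera adjusted p = 0.00655, adjusted p = 0.269 with an estimated correlation). With members of at least 1 FPKM the median was 0.31 and the list was not called (adjusted p = 0.102, in a range of 0.00313 to 0.269 over its alternatives). With that filter on all genes the median was the same. With no low-value filter it was 0.42. The Cxcl12 call was lost without Wtap-HKO replicate 3 (adjusted p = 0.0558), and on the TPM scale neither was called. Of 24 interferon response genes 13 rose (14 adjusted over the list alone), led by Ifit2 (1.43 ± 0.126 to 6.41 ± 1.02 FPKM), and 2 fell, Mx2 and Stat2, named after their values were seen (median 0.81, camera adjusted p = 8.04e-04, adjusted p = 0.335 with an estimated correlation). The Mx2 call was lost without Wtap-flox replicate 1 or 3 or Wtap-HKO replicate 1, 2 or 3 or with no low-value filter (adjusted p = 0.0955 at most), and on the TPM scale neither was called and Stat2 stood at 0.14.

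Of 41 extracellular matrix and fibrosis genes 33 rose (36 adjusted over the list alone) and 1 fell, the latter Fn1, named after its value was seen and not called on the TPM scale (median 1.74, camera adjusted p = 5.30e-09, adjusted p = 0.314 with an estimated correlation). Col1a1 rose from 1.54 ± 0.458 to 14.2 ± 9.34 FPKM (adjusted p = 0.00835), Col3a1 from 4.32 ± 0.312 to 29.7 ± 17.9 FPKM, and the macrophage elastase Mmp12 from 0.0234 ± 0.0229 to 3.13 ± 1.83 FPKM. Acta2, the actin of smooth muscle and activated stellate cells, rose by 1.74, a call that was lost without Wtap-HKO replicate 3 (adjusted p = 0.0519). Mmp9 was not called (log2 fold change 0.91, adjusted p = 0.0624), except on the TPM scale, with protein-coding genes alone or without Wtap-HKO replicate 1 (adjusted p = 0.0481). The size of this rise differed between livers, with list medians of 2.22, 1.07 and 1.72 log2 above the Wtap-flox mean in Wtap-HKO replicates 1, 2 and 3. Stellate cell and fibroblast markers moved alike, at 1.48, 0.38 and 1.23, and so did cholangiocyte markers, at 2.15, 0.45 and 1.42. The stellate and fibroblast list shares 4 members with the matrix list, so the 2 lists are not independent. Of the stellate and fibroblast markers 10 of 17 rose (11 adjusted over the list alone, median 1.10 and 0.73 without Wtap-HKO replicate 1, camera adjusted p = 0.00247, adjusted p = 0.428 with an estimated correlation). Of the cholangiocyte markers 6 of 10 rose, such as Krt23 and Prom1 (median 1.47, camera adjusted p = 0.00655, adjusted p = 0.415 with an estimated correlation).

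Among immune cells, 12 of 13 monocyte and recruited macrophage markers rose (median 1.78, camera adjusted p = 4.98e-06, adjusted p = 0.194 with an estimated correlation). Neutrophil markers were higher in 6 of 7 (7 adjusted over the list alone), including S100a8 and S100a9 (median 1.61, camera adjusted p = 0.00172, adjusted p = 0.314 with an estimated correlation). Kupffer cell markers were higher in 9 of 13 (10 adjusted over the list alone), including Marco and Cd68 (median 0.70, camera adjusted p = 6.38e-04, adjusted p = 0.314 with an estimated correlation). T and NK cell markers had 2 of 14 higher, Cd8a and Il2rb, named after their values were seen, and 0 adjusted over the list alone by limma, against 2 at an unadjusted p and 2 by voom (median 0.42, camera adjusted p = 0.0343, adjusted p = 0.223 with an estimated correlation). The list was not called by voom (adjusted p = 0.0708) or with protein-coding genes alone (adjusted p = 0.0578). The call of Cd8a was lost without Wtap-flox replicate 1, 2 or 3 or Wtap-HKO replicate 1 or 3 (adjusted p = 0.0928 at most), and that of Il2rb without Wtap-flox replicate 1 or 2 or Wtap-HKO replicate 1, 2 or 3 or with no low-value filter (adjusted p = 0.111 at most). Sinusoidal endothelial markers had 4 of 13 higher (Cdh5, Pecam1, Fcgr2b and Stab1), 1 adjusted over the list alone, and a median of 0.31 (camera adjusted p = 0.0254, adjusted p = 0.505 with an estimated correlation). All 13 were higher on the TPM scale, with a median of 0.90, as were 5 T and NK cell markers. The call of Pecam1 was lost without Wtap-flox replicate 1 or 2 or Wtap-HKO replicate 1, 2 or 3 or with no low-value filter (adjusted p = 0.116 at most). The Fcgr2b call was lost without Wtap-flox replicate 1 or 2 or Wtap-HKO replicate 1 or 3, with a pseudocount of 1, with no low-value filter or without the eBayes trend (adjusted p = 0.140 at most), and the Stab1 call without Wtap-flox replicate 1, 2 or 3 or Wtap-HKO replicate 1 or 3, with no low-value filter or without the eBayes trend (adjusted p = 0.110 at most). Without Wtap-flox replicate 2 neither of the last lists was called (adjusted p = 0.0673 for T and NK cells and 0.0905 for endothelium, with a median of 0.18), nor was endothelium without Wtap-HKO replicate 1 (0.0647). Over their alternatives the range was 0.00872 to 0.260 for T and NK cells and 0.00526 to 0.505 for endothelium.

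B and plasma cell markers (3 of 8 higher, median 0.66, camera adjusted p = 0.0880), dendritic cell markers (2 of 6, median 0.38, camera adjusted p = 0.147) and erythroid markers (1 of 5 lower, Alas2, median 0.13 but mean -0.21, camera adjusted p = 0.868) were not called. The median of the last was -0.19 without Wtap-flox replicate 1, 0.27 and 0.24 without replicates 2 of Wtap-flox and Wtap-HKO, and 0.075 and 0.079 without Wtap-HKO replicates 1 and 3. It was 0.21 with no low-value filter. That of B and plasma cell markers was 1.38 with members of at least 1 FPKM and 0.42 without Wtap-HKO replicate 1. For dendritic cell markers it was 0.59 by voom. Without Wtap-HKO replicate 2, however, B and plasma cell markers were called (adjusted p = 0.0157, in a range of 0.0157 to 0.505 over its alternatives). Their members called higher were Ighm, Jchain and Igkc, and those of dendritic cells were Cd209a and Siglech. The call of Ighm was lost without Wtap-flox replicate 2 (adjusted p = 0.0533). The Jchain call was lost without Wtap-flox replicate 1 or 2 or Wtap-HKO replicate 1 or 3 (adjusted p = 0.0759 at most), and the Igkc call without Wtap-flox replicate 1 or 2 or Wtap-HKO replicate 1 or 3, with no low-value filter or without the eBayes trend (adjusted p = 0.117 at most). The Cd209a call was lost without Wtap-flox replicate 1 or 2 or Wtap-HKO replicate 1, 2 or 3 or with no low-value filter (adjusted p = 0.0996 at most), and the Siglech call without Wtap-flox replicate 1 or 2 or Wtap-HKO replicate 1 or 3 (adjusted p = 0.0687 at most). Members outside the 3 largest changes of a list were again named after their values were seen. On the TPM scale the calls of other cytokines and chemokines, NRF2 targets, AP-1 factors, fetal liver genes and the markers of stellate cells, neutrophils, T and NK cells and cholangiocytes were lost, with an adjusted p between 0.0538 and 0.260. More of their members were called higher there, however, such as 18 other cytokines and chemokines, 8 AP-1 factors and 15 stellate cell and fibroblast markers, as were 22 interferon response genes and 6 B and plasma cell markers. Medians there were 2.05 for the cytokines that the study assayed (10 higher), 1.23 for the other cytokines, 1.40 for the interferon response, 1.73 for stellate cells and 1.29 for Kupffer cells (12 higher). They were 0.998 for T and NK cells, 1.297 for B and plasma cells, 0.96 for dendritic cells (3 higher) and 0.71 for erythroid markers (1 higher). Cell cycle genes had 2.45 (26 higher), NRF2 targets 1.15 (12 higher), AP-1 factors 1.10 and the stress response list 1.10. A pseudocount of 1, which shrinks the change of low genes, ended no list's call but lowered the medians to 1.11 for matrix genes, 0.96 for the cell cycle, 0.64 for the cytokines that the study assayed and 0.30 for AP-1 factors. Likewise it gave 0.69 for fetal liver genes, 1.04 for neutrophils, 0.21 for T and NK cells, 0.33 for B and plasma cells and 0.16 for dendritic cells.

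Genes of the fetal liver were higher in 5 of 7 measured members (median 1.42, camera adjusted p = 0.0147, adjusted p = 0.194 with an estimated correlation). With protein-coding genes alone, which leaves out H19, the list was not called (median 1.14, adjusted p = 0.0578, in a range of 0.00784 to 0.194 over its alternatives). With no low-value filter its median was 0.87. H19, an imprinted noncoding RNA of fetal liver, had 3 reads over the Wtap-flox libraries and stood at 104, 8.59 and 28.1 FPKM in Wtap-HKO replicates 1, 2 and 3, a ratio of 1576 with a 95% counting interval of 539 to 7642. Gpc3 rose from 0.403 ± 0.207 to 2.31 ± 1.04 FPKM, and the other members called higher were Cd24a and, named after their values were seen, Igf2bp3 and Peg3. The Cd24a call was lost without Wtap-flox replicate 1 or 2 or Wtap-HKO replicate 1 or 3, with a pseudocount of 1, with no low-value filter, without the eBayes trend or by voom (adjusted p = 0.147 at most). H19 was not called by voom either, which called 3 of the list.

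Of the other subunits of the methyltransferase complex 2 of 7 were called higher, Virma and Rbm15, and 0 adjusted over the list alone by limma, against 2 at an unadjusted p and 2 by voom (median 0.14, camera adjusted p = 0.427). The subunits called higher numbered 5 on the TPM scale, with a median of 0.72. As deposited the median was 0.042 without Wtap-flox replicate 2 and 0.055 without Wtap-HKO replicate 3. The Virma call was lost without Wtap-flox replicate 1 or 2 or Wtap-HKO replicate 1, 2 or 3, with no low-value filter or without the eBayes trend (adjusted p = 0.131 at most), and the Rbm15 call without Wtap-flox replicate 1, 2 or 3 or Wtap-HKO replicate 2 or 3, with no low-value filter or without the eBayes trend (adjusted p = 0.128 at most). Of 11 readers and erasers of the mark, 2 rose and 1 was lower, or 0 adjusted over the list alone by limma, against 1 at an unadjusted p and 1 by voom (median -0.12 but mean 0.19, 0.45 on the TPM scale with 8 higher, camera adjusted p = 0.877). That median lay between -0.13 and -0.049 when 1 library was left out, the latter without Wtap-HKO replicate 3. It was -0.054 with a pseudocount of 1 and -0.077 with no low-value filter. Without Wtap-flox replicate 3 and Wtap-HKO replicate 1 it was -0.055 and -0.074. The reader Ythdf2 rose from 5.64 ± 0.237 to 13.5 ± 2.07 FPKM (adjusted p = 7.12e-04), as did Igf2bp3. The eraser Alkbh5, however, fell by 0.32 as deposited but stood at 0.26 on the TPM scale, where it was not called (limma adjusted p = 0.0552). The Alkbh5 call was also lost without Wtap-flox replicate 1, 2 or 3 or Wtap-HKO replicate 1 or 3, with no low-value filter or without the eBayes trend (adjusted p = 0.142 at most).

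All 18 secreted protein genes that the study displayed rose (median 2.62, camera adjusted p = 5.30e-09, adjusted p = 0.194 with an estimated correlation), which is not independent evidence, since that list was chosen on these libraries. Igfbp1 had the highest level of them in Wtap-HKO, followed by Apoa4 at 236 ± 37.6 FPKM, and Col20a1 the highest fold, from 0.370 ± 0.00460 to 11.2 ± 0.950 FPKM. At the study's thresholds, a mean above 500 FPKM in Wtap-HKO and a ratio of means above 4.5, 2 genes of the whole table passed, Igfbp1 with a ratio of 5.0 and Gstm3 with 8.34. Of the displayed 18 genes, 1 passed both thresholds, a count that no test underlies. Without Wtap-flox replicate 1 or Wtap-HKO replicate 3 it was 0, and without either of these or Wtap-HKO replicate 1 the first count was 1.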

Values the study reported

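In the livers of Wtap-HKO mice, the study reported 3486 downregulated and 3706 upregulated genes. Among a set of 1819 genes predicted to encode secreted proteins, it counted 18 that exceeded an fpkm of 500 and a fold change of 4.5, with Igfbp1 as the highest.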

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

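None of the alternatives listed with the processing was chosen after the results were seen. The counts with normalised reads in place of FPKM are not among those listed. Counts of genes stayed within 1.5 times under both pseudocounts, both other filters, median-of-ratios scaling, eBayes without the trend, protein-coding genes alone and voom. Calls of single genes were less stable. Of 155 named genes tested beside Wtap, 21 lost their call with no low-value filter, 11 without the trend, 3 by voom, 2 and 1 with pseudocounts of 1 and 0.05, and 16 to 32 without 1 library, while 5 gained one with protein-coding genes alone. Of the lists, 3 lost their call with protein-coding genes alone, 2 with members of at least 1 FPKM, 1 with that filter on all genes and 1 by voom. Median-of-ratios scaling moved almost nothing because the deposited values already carry it. The TPM scale moved the counts most, to 8074 higher and 996 lower adjusted and 8914 and 1189 unadjusted, since it shifts all genes up. There 4218 of 6653 calls kept their direction and threshold and 80 were called the other way, Wtap was called higher at 0.68 and 9 lists were called higher, 8 having lost their call. Medians reversed for m6A readers and erasers (0.45), fatty acid oxidation (0.051), fatty acid uptake (0.31) and acute phase proteins (0.31), as did Acadm (0.49), Alkbh5 (0.26), Cpt1a (0.016), Dgat1 (0.39), Gpam (0.021), Hsp90b1 (0.12), Stat2 (0.14) and Txnrd1 (0.13). With an estimated correlation 0 lists were called higher and 0 lower by camera, and the lowest unadjusted p was 0.00479, with 9 lists under 0.05. Genes above 500 FPKM with a ratio above 4.5 were 7 on the TPM scale and 82 when normalised reads replaced FPKM, and of the displayed genes 2 and 18.

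Without 1 library, between 2143 (Wtap-HKO replicate 3) and 2978 genes were higher and between 2483 and 3090 lower, which fewer samples would lower too. The counts above both thresholds ranged from 1 to 2 and from 0 to 1 of the displayed genes. The median of the growth hormone and IGF axis ranged from -0.13 to 0.16, that of erythroid markers from -0.19 to 0.27, and the log2 fold change of Ppargc1a from -0.25 to 0.32. The cause was not tested. With the replicate block 3057 genes were higher and 3508 lower and no list changed its call. There 6 named genes lost their call (Tnf, Cd8a, Il2rb, Cd209a, Siglech and Rbm15) and Cxcl10 gained one. Deviations of same-numbered libraries correlated at 0.015, 0.043 and 0.064, and those of other pairs at -0.063 to 0.022. Only Wtap-flox replicate 1 correlated better with another number (0.022 with Wtap-HKO replicate 2). The study states no pairing, and these values neither establish nor exclude a weak one. Depth limits genes with few reads, such as Gh and Gm6020, most.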

Other observations

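The tests below were chosen after the results were seen, except those of the Y-linked genes and of the splits of the libraries. Beside the Mup genes, other genes that are higher in male than in female mouse liver fell. With the genes named for their rise or fall left out, 20 of 21 male-biased genes were called lower (21 adjusted over the list alone), with a median log2 fold change of -2.42 (camera adjusted p = 4.02e-11, adjusted p = 0.121 with an estimated correlation). Elovl3, a fatty acid elongase, went from 78.0 ± 29.7 to 0.893 ± 0.691 FPKM (adjusted p = 3.73e-04), Serpina1e, an antitrypsin copy with near-identical neighbours, from 6858 ± 1141 to 105 ± 60.9 FPKM, and the cytochromes Cyp4a12a and Cyp2d9 changed by -3.11 and -3.17 log2. Of 24 female-biased genes 9 were called higher and 2 lower (9 and 3 adjusted over the list alone), with a median of 1.52 (camera adjusted p = 0.0295, adjusted p = 0.407 with an estimated correlation). Hao2, a hydroxyacid oxidase, rose from 0.0943 ± 0.0706 to 4.69 ± 3.56 FPKM (adjusted p = 0.00196). Those called lower were Tox and Cyp2c40, the latter call being lost without Wtap-flox replicate 2 or 3 or Wtap-HKO replicate 1, 2 or 3, with no low-value filter or without the eBayes trend (adjusted p = 0.135 at most) and on the TPM scale. Of the members tested, 4 male-biased and 1 female-biased genes are also in other lists, and both lists and the genes named from them were chosen after the largest falls had been seen.

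Summed FPKM of Y-linked genes in Wtap-HKO were 0.663 times those in Wtap-flox as deposited, with these genes read in every library. This argues against female mice as the origin of the male-biased falls. The scaling factor in the deposited values was 1.44 times higher in Wtap-HKO, so the ratio alone does not show a fall of Y-linked genes. The mean share of reads on all Mup genes in Wtap-HKO was 0.0304 times that in Wtap-flox, which argues against reads moving between Mup copies. Wtap-flox replicate 1 raised its group's mean, with shares of 2.86%, 1.08% and 1.08% in replicates 1, 2 and 3. Those of Wtap-HKO were 0.0640%, 0.0561% and 0.0323%. A shift from the male towards the female pattern, with a female-biased median of 1.52 (0.94 without Wtap-flox replicate 1 and up to 1.68 without another library, 2.16 on the TPM scale), is a candidate explanation. The call of the female-biased list was lost with an estimated correlation (adjusted p = 0.407 by camera), and what would drive such a shift was not tested.

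Wtap itself was not lower in Wtap-HKO. No library was nearer to the other group, with a gap of at least 0.0458 between its lowest correlation within its group and its highest with the other, which argues against a single library under the wrong label. An exchange of both groups as a whole would leave this gap as it is. It would, however, turn the rises of Igfbp1, Cd36 and Ccl2 and the falls of Fasn, Scd1 and Ppara against the study's qPCR in larger groups of mice. Not every gene went the same way there. Pparg fell in that qPCR but was called higher here. Gys1, Ppargc1a and Dgat1 fell there, and Mmp9, Il1b, Ccl3, Ccl5 and Cxcl10 rose there, but none of these was called here as deposited. The study ascribes falls of Pparg, Dgat1 and Acadm to RNA sequencing and qPCR together. In the sequencing values tested here none of them was called lower. Ccr2 was called higher here without a significant difference there on normal chow. Loss of the exon 4 bases alone, taken over the 6248 bases of the gene, would change its log2 level by -0.0137. This lies within the 95% interval of -0.13 to 0.33, although the loss would be larger over the 2051 bases of the annotated transcript Wtap-201. Deletion of a short exon with a transcript that stays may therefore leave the whole-gene value as deposited, and reads over exon 4 were not analysed here. The 59 bases are not a whole number of codons, so their loss shifts the reading frame. Whether the transcript stays after that was not tested.

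Markers of other cell types rose while most hepatocyte lists fell. A lower share of hepatocyte RNA as the only cause would raise all other markers alike. The median of monocyte and recruited macrophage markers, however, lay 1.47 above that of sinusoidal endothelial markers (permutation p = 1.60e-04 over 13 and 13 genes). Of these genes 2 and 0 are in another list, and the permutation treats genes as independent, which they are not. The gap argues against a lower share alone. A lower share as a part of the rise is left open, since endothelial markers were higher too (median 0.31). Over the 306 members of all 15 hepatocyte lists, called or not, the median was -0.760 as deposited and -0.185 on the TPM scale (95% bootstrap interval -0.276 to -0.102 over genes, which are not independent replicates). That argues against the scaling factor as the whole source of the falls. They were smaller on the TPM scale because it moves all genes up. Relative to all genes, the medians of the hepatocyte lists were almost the same on both scales. The rescaling fixes this in advance, since it multiplies all genes of a library by the same factor, so it is no further evidence. More recruited macrophages, or their genes rising within cells already there, may each underlie the rise of those markers, and whole liver does not separate these.

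The 6 libraries split into 3 and 3 in 10 ways, too few for a share under 0.05. The real groups gave 6653 genes at the adjusted p and 8214 at the unadjusted p, where the highest other split gave 0 and 531. Counting the real one, 1 split reached each of these counts. For gene lists called by camera the real groups gave 29 and the highest other split 29, and 2 splits reached that count. Each other split sets 2 libraries of a genotype and 1 of the other on either side. Part of the real contrast thus stays in it, while the rest widens the spread within its groups. Its counts are therefore no baseline for chance, of genes or of lists.

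Of the displayed secreted protein genes, 1 passed both thresholds in FPKM and 18 when normalised reads replaced FPKM. The former is lower than the 18 quoted from the study above, and the latter equals it. The study states its threshold in fpkm, and whether it was applied to normalised reads was not tested.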
